A study of Lucilia sericata with 72 samples.

How the data were processed

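RNA sequencing of second instar larvae of the blow fly Lucilia sericata was analysed from the deposited processed tables. Per the labels, larvae fed on an agar slant carrying phosphate-buffered saline (PBS), Pseudomonas aeruginosa or Acinetobacter baumannii, and RNA came from 5 larvae per sample. The 72 libraries form 6 groups of 12 (3 feeds at 1 h and 4 h), with 4 libraries of each group in each of 3 batches labelled 1, 3 and 4. Larvae were obtained separately for each batch, so batch stands for the delivery of larvae and for any other difference between those runs. Each library kept the feed, time, replicate letter and batch of its title, and all were used.

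The table of all libraries lists values deposited by the authors as CPM, read counts scaled to a library total of 1000000, for 104854 transcripts. The assembly, aligner and counting tool are not given in the sources used here. Every non-zero value was a whole multiple of the smallest value of its column within a tolerance of 0.001 (100% of values in each library, largest deviation 2.2e-09), so whole reads were recovered by division. For the PBS library C4 at 1 h that smallest value lies close to 0.1, so its step is less certain, and its reads were recovered in the same way. The authors also deposited a table for each bacterium with fold changes for treatment and interaction, whose log base is not given and which were read as log2 because they follow recomputed log2 changes with a slope near 1. The p-value columns deposited by the authors share values between many transcripts, as adjusted p-values do, and the tool, model and adjustment are not given in the sources used here.

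The deposited names are assembly identifiers (NODE) for 104807 transcripts and names starting with Lser for 47. No identifier matched the reference gene table (0 of 17047 genes of assembly ASM1558622v1), and the files do not pair NODE identifiers with gene names. Abbreviations such as Dipt, Edin or PRP are printed as deposited. Gene sets defined by annotation words matched 0 of the 47 names and were not tested. In their place the 47 named transcripts and their families, as the names give them, served as the list and sets, a choice made after the deposited values had been seen, so counts adjusted over the list alone are not independent evidence.

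The comparisons, their model and threshold, the rule for naming transcripts and most alternatives were fixed before the data were examined. Counts had been foreseen with edgeR as the test. Because CPM values were deposited, the stated fallback was the primary test, limma-trend (limma 3.58.1 in R 4.3.3) on log2(CPM + 1). Transcripts with at least 1 CPM in at least 12 libraries were tested (29985, among them 38 named), and these held between 98.6% and 99.6% of the reads of a library. A single model held the 6 groups and an additive batch term, tests were two-sided, and p-values were adjusted by Benjamini-Hochberg (BH) over all tested transcripts, with calls at an adjusted p under 0.05. Fold changes on the log2(CPM + 1) scale understate the change of transcripts of low abundance. The rule named the 3 largest rises and 3 largest falls of each comparison with PBS among calls with a mean of at least 1 CPM and the same sign in the 3 batches. For the other comparisons it took the 2 smallest adjusted p-values, and without a call it took the smallest p. The 5 most abundant named transcripts were added whether or not they changed. Calls outside the rule are named where a comparison has few of them, and those were chosen after their values were seen.

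The named transcripts were tested as a set, with the families Cec, Def, Dipt and Edin that have at least 5 tested members, by camera with a preset correlation of 0.01 on the log2 values. Fry and camera with an estimated correlation were run beside it. A score per library, the mean log2(CPM + 1) of the 38 tested named transcripts, was compared by two-sided permutation tests with 100000 relabellings within batches, adjusted by BH over 9 comparisons. The score and its alternatives were chosen after seeing the data. The smallest p these permutations can give is 1e-05.

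Depth ranged from 4.75 to 10.6 M reads per library (median 7.84, with M for 1000000), so the 3 reads that a count of 0 allows correspond to between 0.28 and 0.63 CPM. These floors cover counting error only, since reads without molecular identifiers are not independent molecules. Members of a named family can share reads where their sequences are near-identical, and without the sequences values of single members are uncertain.

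Alternatives listed beforehand were DESeq2 1.42.0 on the recovered reads, a pseudocount of 0.1, no filter, no batch term, a batch-by-time term, a replicate block, the compared groups alone, each batch alone or left out, and an absolute log2 fold change above 1. The edgeR 4.0.16 quasi-likelihood test had been foreseen for counts, and only its use on the recovered reads was chosen after seeing the data. Also chosen after seeing the data were CPM rescaled by TMM factors and CPM without the most abundant transcript. So were a camera test with an estimated correlation and leaving out single libraries. The set words, which no name matched, left the other intended gene sets without a test. Tables were handled with the data.table package in version 1.17.8, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

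The procedure was tested on simulated data with 29985 transcripts, 200 of them changed in Pseudomonas-fed larvae at 4 h. The changed transcripts had a mean of at least 5 CPM and changed by at most 4-fold. Limma-trend recovered 193 (96.5%) with 6 false calls, and 172 (86%) of the interactions with 5 false calls. Recovery of changes in rarer transcripts, many named ones among them, was not tested. The edgeR test recovered 193 with 7 false calls and DESeq2 recovered 195 with 10. Among 200 unchanged sets, 0% passed with camera and 1.5% with fry. The simulated transcripts varied independently, whereas the named ones had an estimated correlation of 0.45. These shares therefore do not show how often camera passes an unchanged set whose members vary together. Simulated 4-fold rises had a median log2 fold change of 1.92 by limma-trend. No pair of libraries within a group was close to a duplicate, with the smallest chi-square per degree of freedom at 3.29 over 66 pairs per group.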

Results

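Whole-larva mRNA of Lucilia sericata was sequenced 1 h and 4 h after feeding began on PBS, on Pseudomonas aeruginosa or on Acinetobacter baumannii. Each of the 6 groups had 12 libraries, 4 from each of 3 batches. Mean depth at 1 h was 7.38 M reads ± 1.52 (SD, n = 12) with PBS, 8.51 ± 1.32 with Pseudomonas and 6.74 ± 1.23 with Acinetobacter. At 4 h it was 8.37 ± 0.868, 7.40 ± 0.772 and 8.66 ± 1.03 M reads in the same order. Libraries held between 36474 and 50523 detected transcripts, and the most abundant transcript took between 0.42% and 8.2% of the reads.

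The first principal component held 20.9% of the variance, of which time accounted for 36.4%, batch for 15.3% and feed for 3.06%. Of the second component, which held 17.2% of the variance, batch accounted for 27.9%, feed for 4.12% and time for 0.0694%. With limma, 14356 of 29985 transcripts (47.9%) differed between batches at an adjusted p under 0.05. The PBS library D1 at 1 h had the lowest number of detected transcripts (36474).

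The early response to Pseudomonas was addressed by comparing larvae fed Pseudomonas and PBS for 1 h. Limma-trend called 0 transcripts after BH adjustment, against 2687 at an unadjusted p under 0.05 (2090 higher and 597 lower), where 1499 are expected by chance. The edgeR and DESeq2 tests on recovered reads each called 1. The alternative that moved this count most was the fit to batch 4 alone, with 424 calls. The additive batch term does not model a change with time that differs between batches, as it did for 2472 transcripts in PBS-fed larvae. With a batch-by-time term limma-trend called 24 transcripts, all higher, so the count of 0 depends on the model. The transcript with the smallest p, NODE_61118, was not past the threshold (log2 fold change 1.56, SE 0.33, adjusted p 0.191, above the PBS median in 10 of 12 libraries). It had 178 ± 257 CPM (SD, n = 12) with Pseudomonas and 25.0 ± 10.3 with PBS, and its log2 difference was 0.98, 0.23 and 3.48 in batches 1, 3 and 4. In batch 4 the Pseudomonas libraries A4, B4 and C4 had 584, 609 and 617 CPM of NODE_61118 and D4 had 64.1. The size of the Pseudomonas effect at 1 h differed between batches for 1304 transcripts by a limma F test with BH adjustment, and for 2489 without the PBS library D1 at 1 h. Across transcripts, which are not independent replicates, the correlations of the log2 fold changes between pairs of batches were -0.0561, 0.0302 and -0.173.

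At 4 h, larvae fed Pseudomonas had 9 transcripts higher and 0 lower than PBS-fed larvae by limma-trend, with 1342 at an unadjusted p under 0.05, which is fewer than the 1499 expected by chance. Other splits of the same libraries had a median of 920, and 29 of 100 splits, the real one included, gave as many as 1342. All 9 called transcripts had the same sign in the 3 batches, and 7 were named. The edgeR test called 1 and DESeq2 called 3. Leaving out batch 1, 3 or 4 gave 0 calls by limma-trend, with 1099, 1257 and 2181 at an unadjusted p under 0.05, and a pseudocount of 0.1 gave 16. Without the PBS library B4 at 4 h, whose named transcripts were high, 23 were called, the 9 among them. Among the calls Lser-Edin7 rose most (log2 fold change 2.78, SE 0.55, adjusted p 0.0194), with 18.4 ± 14.2 CPM (SD, n = 12) against 5.50 ± 16.0 in PBS-fed larvae. The PBS mean of Lser-Edin7 rests on library B4, with 56.2 CPM, and was 0.894 ± 0.795 (SD, n = 11) without it, for a log2 fold change of 3.21. Lser-PRP1 rose by 2.65 (SE 0.54, adjusted p 0.0261) and Lser-Dipt4 by 2.62 (SE 0.52, adjusted p 0.0194). For these 3 transcripts, 12 of 12 libraries lay above the PBS median. The other calls, named after their values were seen, were NODE_159833, NODE_247420274449202828, Lser-Def3b, Lser-Dipt3, Lser-Dipt5 and Lser-PRP4, with log2 fold changes between 0.87 and 2.46.

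Larvae fed Acinetobacter for 1 h had 5 transcripts higher and 0 lower than PBS-fed larvae, with 3373 at an unadjusted p under 0.05. The edgeR test called 5, DESeq2 called 51 and a batch-by-time term gave 44 (38 higher and 6 lower). The count was 14 without the Pseudomonas library B4 at 4 h and 8 without the PBS library B4 at 4 h, which act through the shared spread, and 0 without batch 1, with 1613 at an unadjusted p under 0.05. Lser-Atta3 had 3.56 ± 3.64 CPM (SD, n = 12) against 0.476 ± 0.334 (log2 fold change 1.35, SE 0.23, adjusted p 0.00316, above the PBS median in 12 of 12 libraries). NODE_232237 had 17.8 ± 11.9 CPM against 6.20 ± 3.88 (log2 fold change 1.31, SE 0.25, adjusted p 0.0207, 12 of 12 libraries). NODE_203250 rose by 0.87 (SE 0.18, adjusted p 0.0476, 11 of 12 libraries). The other calls were NODE_247420274449202828 and NODE_202826.

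Larvae fed Acinetobacter for 4 h had 7 transcripts higher and 0 lower than PBS-fed larvae, with 1524 at an unadjusted p under 0.05. The edgeR test called 2, DESeq2 called 10 and a batch-by-time term gave 19 (17 higher and 2 lower). The count was 12 without the PBS library D1 at 1 h and 24 without the PBS library B4 at 4 h, the 7 among them. Lser-Edin7 rose by 2.76 on the log2 scale (SE 0.55, adjusted p 0.0259) to 28.8 ± 30.5 CPM (SD, n = 12). NODE_159833 had 68.5 ± 48.7 CPM against 15.1 ± 29.3 (log2 fold change 2.56, SE 0.41, adjusted p 0.000342). Lser-Dipt5 had 13.4 ± 11.7 CPM against 2.45 ± 7.18 (log2 fold change 2.53, SE 0.44, adjusted p 0.0013). The PBS library B4 at 4 h held 108 CPM of NODE_159833 and 25.2 CPM of Lser-Dipt5. Without it the PBS means were 6.64 ± 2.47 and 0.373 ± 0.263 CPM (SD, n = 11), and the log2 fold changes 2.89 and 2.87. Each of these 3 lay above the PBS median in 12 of 12 libraries. The other calls were NODE_247420274449202828, NODE_232237, Lser-Atta3 and Lser-Dipt4, with log2 fold changes between 1.10 and 2.53.

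The 5 most abundant named transcripts were Lser-Sarco1, Lser-Atta2, Lser-Def3a, Lser-PRP3 and Lser-Def2, and none was past the threshold over all transcripts in any comparison with PBS. Lser-Sarco1 changed by 0.07 with Pseudomonas and 0.10 with Acinetobacter at 4 h (log2, SE 0.082). Lser-Atta2 rose by 2.87 (adjusted p 0.0776) and 2.95 (adjusted p 0.0592) at 4 h, above the PBS median in 12 and 11 of 12 libraries. Lser-PRP3 rose by 2.24 (adjusted p 0.0787) and 2.13 (adjusted p 0.0926). Without the PBS library B4 at 4 h these last 2 passed, Lser-Atta2 at 3.38 (adjusted p 0.00135) and 3.46 (adjusted p 0.000819) and Lser-PRP3 at 2.54 (adjusted p 0.00591) and 2.43 (adjusted p 0.0129).

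Adjusted over the list alone, 22 of the 38 named transcripts were higher with Pseudomonas at 4 h, against 7 over all transcripts. The counts with Acinetobacter were 3 at 1 h (as many in 5 of 100 splits of the libraries), against 1 over all, and 26 at 4 h, against 4 over all. With Pseudomonas at 1 h the count was 0 over the list and over all. As a set, the named transcripts had a mean log2 fold change of 1.18 with Pseudomonas at 4 h (camera adjusted p 1.67e-47, 36 of 38 higher) and 1.18 with Acinetobacter at 4 h (adjusted p 4e-36, 34 of 38 higher). The means at 1 h were 0.61 with Acinetobacter (adjusted p 2.17e-09, 33 of 38 higher) and 0.26 with Pseudomonas (adjusted p 0.0588, 32 of 38 higher). The calls at 4 h held under fry (adjusted p 0.00047 for each bacterium) and under an estimated correlation of 0.45 (adjusted p 0.000594 and 0.0024). The Acinetobacter call at 1 h held under fry (adjusted p 0.0426) and not under the estimated correlation (adjusted p 0.14). Of the families with at least 5 tested members, Cec, Def, Dipt and Edin each passed at 4 h with both bacteria under camera, fry and the estimated correlation, and the mean log2 fold change of Edin was 1.77 with Pseudomonas and 1.78 with Acinetobacter. With Pseudomonas at 1 h, Dipt (mean 0.48, 5 of 5 higher) and Edin (mean 0.51, 8 of 8 higher) passed by camera (adjusted p 0.0333 each) and not by fry (adjusted p 0.129 and 0.245) or the estimated correlation (adjusted p 0.273 and 0.432). With Acinetobacter at 1 h, the 4 families passed by camera (largest adjusted p 0.033), Cec and Dipt also by fry (adjusted p 0.0347 and 0.017), and none with the estimated correlation (smallest adjusted p 0.065).

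**Figure D1:**
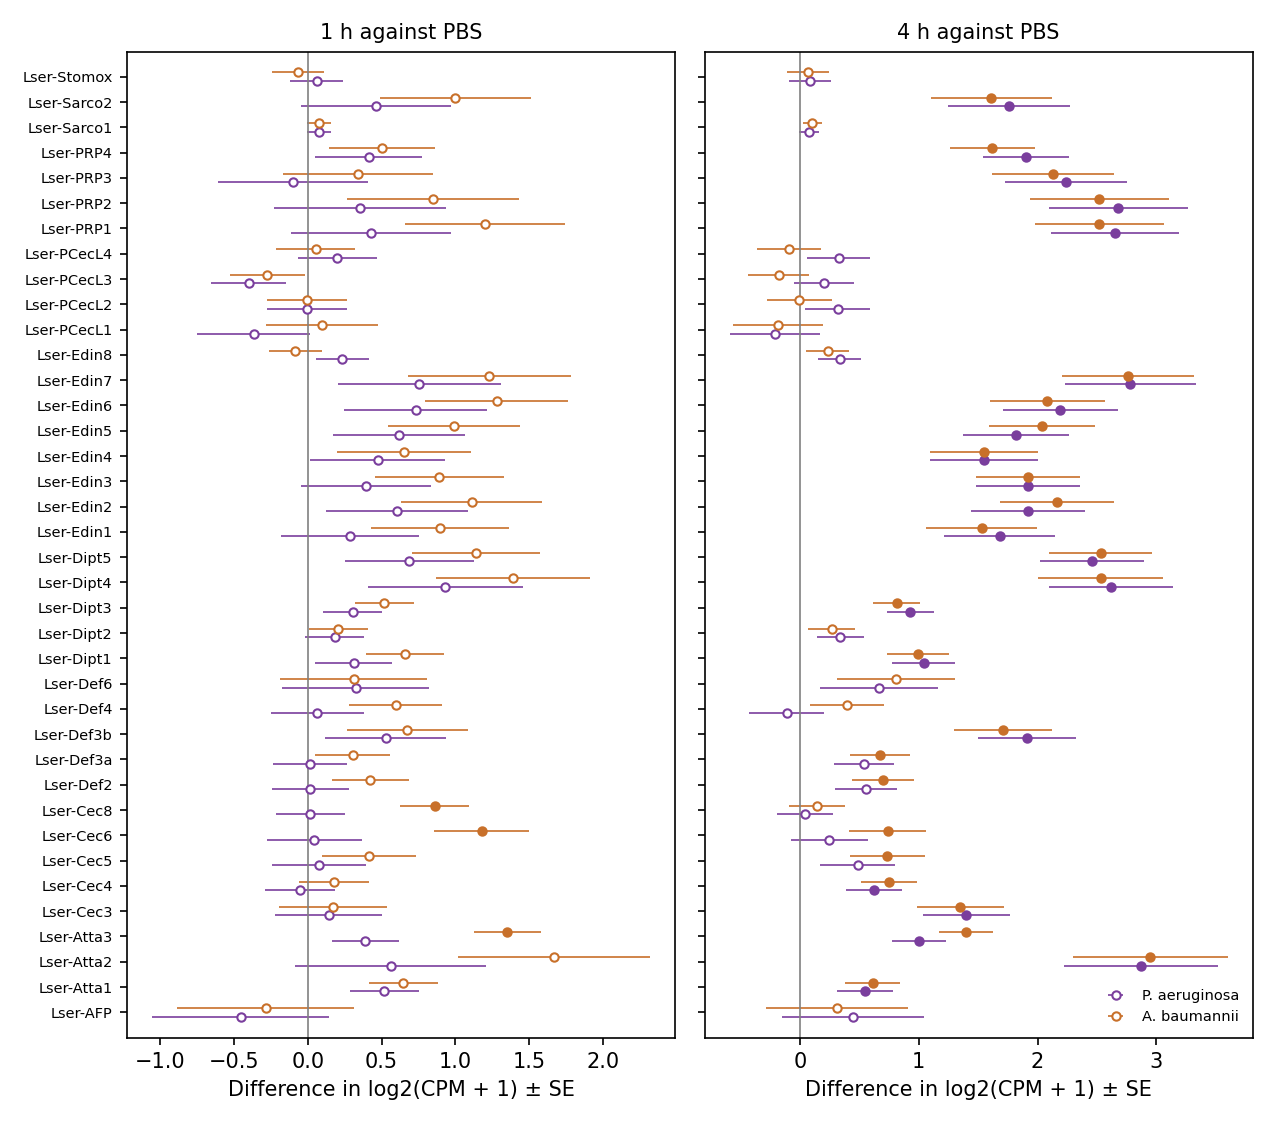
Difference in log2(CPM + 1) from PBS-fed larvae for each of the 38 tested named transcripts, with bars of 1 standard error, at 1 h (left) and 4 h (right); filled points have an adjusted p over the list alone under 0.05. At 4 h, 22 points are filled for Pseudomonas and 26 for Acinetobacter.

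The mean log2(CPM + 1) of the 38 named transcripts, called the score here, was 1.70 ± 0.47 (SD, n = 12) with PBS at 1 h and 1.70 ± 0.77 with PBS at 4 h. With Pseudomonas at 4 h it was 2.88 ± 0.51, a difference of 1.18 (two-sided permutation p 0.00025, adjusted p 0.00225 over 9 comparisons), with 12 of 12 libraries above the PBS median. The differences were 1.25, 1.06 and 1.23 in batches 1, 3 and 4. With Acinetobacter at 4 h it was 2.88 ± 0.95, a difference of 1.18 (permutation p 0.0033, adjusted p 0.0148, 12 of 12 libraries), with 1.89, 0.83 and 0.82 in the batches. At 1 h the score was 1.95 ± 0.50 with Pseudomonas (difference 0.26, permutation p 0.193, adjusted p 0.33, 8 of 12 libraries). With Acinetobacter at 1 h it was 2.30 ± 0.99 (difference 0.61, permutation p 0.0214, adjusted p 0.0481, 8 of 12 libraries), and the difference did not hold within each batch, at 1.31, 0.62 and -0.10. The PBS library B4 at 4 h had a score of 3.99, and without it the 4 h differences were 1.39 with Pseudomonas and 1.39 with Acinetobacter.

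**Figure D2:**
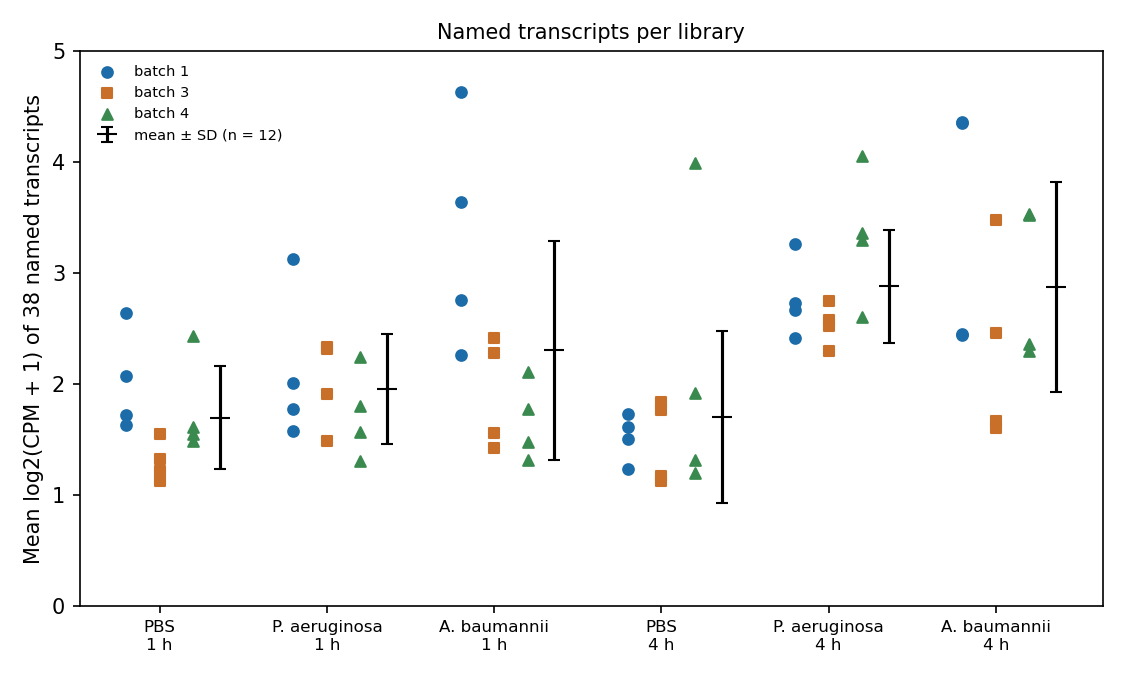
Score of each library (mean log2(CPM + 1) of the 38 named transcripts) by feed and time, with symbols for the batches and the mean ± SD of the 12 libraries. The highest PBS library at 4 h has a score of 3.99, and the next has 1.92.

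Whether the effect of each bacterium differed between 4 h and 1 h was tested as an interaction. Limma-trend called 0 transcripts for Pseudomonas, with 2129 at an unadjusted p under 0.05 and 0 by edgeR and by DESeq2. The smallest p was for NODE_56430 (log2 difference -1.06, SE 0.26, adjusted p 0.679). For Acinetobacter it called 0, with 2073 unadjusted, 0 by edgeR and 12 by DESeq2, and 4 without the PBS library D1 at 1 h. NODE_203723200852200328 came closest (log2 difference -0.92, SE 0.18, adjusted p 0.0742). The score rose more at 4 h than at 1 h with Pseudomonas by 0.92 (permutation p 0.0197, adjusted p 0.0481), with differences of 1.15, 0.35 and 1.27 in the batches. For Acinetobacter the difference was 0.57 (permutation p 0.267, adjusted p 0.343). Adjusted over the list alone, 5 named transcripts passed for Pseudomonas (Lser-Dipt5 and Lser-PRP1 to Lser-PRP4, the last 4 of 1 family whose shared reads were not separated) and 0 for Acinetobacter.

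The bacteria were also compared with each other. At 1 h limma-trend called 0 transcripts between Acinetobacter and Pseudomonas, with 4765 at an unadjusted p under 0.05 (1601 without batch 1 and 6185 in batch 1 alone), 7 by edgeR and 97 by DESeq2. Without the PBS library D1 at 1 h, the count was 38. NODE_49567 came closest (1.30 ± 0.616 CPM against 2.54 ± 0.751, log2 difference -0.64, adjusted p 0.0577). At 4 h it called 0, with 3775 unadjusted, 0 by edgeR and 29 by DESeq2, and NODE_84933 came closest (5.19 ± 1.29 CPM against 3.22 ± 1.10, log2 difference 0.57, adjusted p 0.278). Adjusted over the list alone, Lser-Atta3, Lser-Cec6 and Lser-Cec8 were higher with Acinetobacter at 1 h (log2 differences 0.96, 1.14 and 0.84), and 0 named transcripts passed at 4 h. The score differed by 0.35 at 1 h (permutation p 0.22) and by -0.0018 at 4 h (permutation p 0.995).

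**Figure D3:**
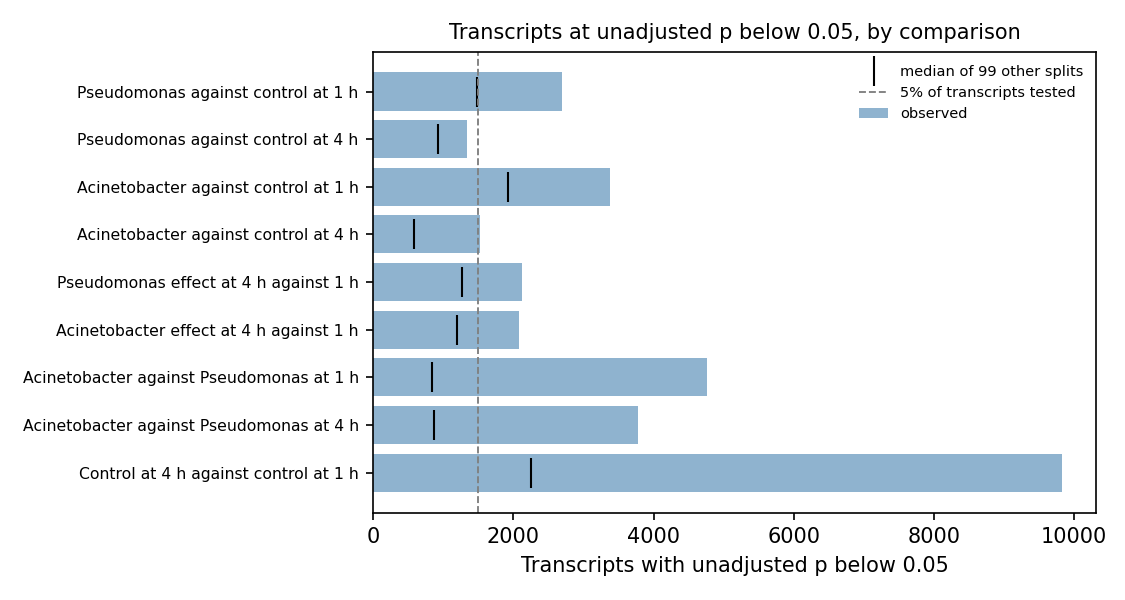
Number of transcripts at an unadjusted limma p under 0.05 in each comparison (bars), the median of other splits of the same libraries (ticks), and the 1499 expected by chance (dashed line). The bar for time in PBS-fed larvae reaches 9830.

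Transcripts called with the same sign for both bacteria numbered 5 at 4 h (NODE_159833, NODE_247420274449202828, Lser-Dipt4, Lser-Dipt5 and Lser-Edin7) and 0 at 1 h, where Pseudomonas had no call by limma-trend. Without the PBS library B4 at 4 h, 20 were shared at 4 h. With a batch-by-time term, 9 were shared at 1 h and 8 at 4 h. Both comparisons share their PBS libraries, which makes their fold changes correlate. Across all tested transcripts the log2 fold changes had r 0.291 at 1 h and 0.171 at 4 h. In 50 simulations of unchanged groups with shared controls the medians were 0.557 and 0.537. The simulated values ranged from -0.0236 to 0.875 at 1 h and from -0.0575 to 0.792 at 4 h, so both observed values lay inside. No simulation gave a transcript called with the same sign for both bacteria, so 0 of 50 reached the 5 shared at 4 h. Across the 38 named transcripts r was 0.768 at 1 h, a value reached in 12 of the 50 simulations, and 0.975 at 4 h, reached in 0 of 50, where the highest was 0.948. Transcripts are not independent replicates.

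Change with time in the absence of bacteria was measured between PBS-fed larvae at 4 h and 1 h. Limma-trend called 6168 transcripts, 4320 higher and 1848 lower at 4 h, and 5443 had the same sign in the 3 batches. An absolute log2 fold change above 1 was met by 586. NODE_224256 fell by 1.92 on the log2 scale (SE 0.15, adjusted p 4.78e-15), from 51.8 ± 13.9 to 12.9 ± 2.91 CPM (SD, n = 12). NODE_210939 fell by 2.97 (SE 0.24, adjusted p 5.9e-15), from 851 ± 256 to 110 ± 43.5 CPM. The balance of directions changed with the scaling, with 2994 higher and 2654 lower after TMM scaling and 2389 higher and 3042 lower by edgeR. It also changed with the batch, with 1330 higher and 1355 lower without batch 1 and 4058 higher and 1036 lower in batch 1 alone. The size of the change differed between batches for 2472 transcripts by a limma F test with BH adjustment. Of the 6168 transcripts, 96.0% changed with the same sign in Pseudomonas-fed larvae and 96.6% in Acinetobacter-fed larvae.

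The authors' deposited table for Pseudomonas lists 15 transcripts with a treatment p-value under 0.05, all higher and 9 of them named, with log2 fold changes between 1.32 and 3.27. The table for Acinetobacter lists 7, of which 6 were higher and 2 named. Across tested transcripts the deposited treatment values had r 0.904 (Pseudomonas) and 0.876 (Acinetobacter) with the mean of the recomputed effects at both times. For the deposited interaction values r was 0.909 and 0.905. The deposited interaction p-value was under 0.05 for 43850 transcripts in the Pseudomonas table and for 0 in the Acinetobacter table, where the tool is not given and a recomputed limma-voom model over all transcripts called 0 with 5040 at an unadjusted p under 0.05. Of the 43850 transcripts, 38328 (87.4%) had no read in any library compared, and 773 were among those tested here.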

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

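The tests of a single batch and the 3 tests of the deposited interaction calls were chosen after the result was seen, as were the score and the list of named transcripts they concern.

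The score of the named transcripts rose more with Pseudomonas at 4 h than at 1 h, by 0.92 on the log2 scale (two-sided permutation p 0.0197, adjusted p 0.0481), a difference between time points. Unequal depth does not account for it, since thinning each library to 4.75 M reads left 0.91 (permutation p 0.0224). Scaling by TMM factors gave 0.95 (p 0.0165), and leaving the most abundant transcript out of the total gave 0.91 (p 0.0215). Reads shared between near-identical copies would be counted repeatedly, but with each of 10 families counted once the difference was 0.83 (p 0.022). A single batch as the source cannot be excluded: the difference stayed positive without each batch, the smallest being 0.75 without batch 4 (p 0.0777), and it was 0.81 without batch 1 (p 0.113) and 1.21 without batch 3 (p 0.0209). Without the PBS library B4 at 4 h it was 1.13 (p 0.00374). Over sets, camera gave an adjusted p of 4.81e-17, but fry gave 0.266 and an estimated correlation 0.216, so only some of the tests passed. An increase of the response to Pseudomonas between 1 h and 4 h is a candidate explanation that these data leave open. For Acinetobacter the same difference was 0.57 (p 0.267), with 32 of 38 transcripts higher, and 0.778 (p 0.125) without the PBS library B4 at 4 h. The set passed there by camera too (adjusted p 0.00197) and not by fry (0.503) or the estimated correlation (0.695), and the bacteria were not tested against each other for this difference.

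Adjusted over the list alone, 5 named transcripts had a larger effect of Pseudomonas at 4 h than at 1 h: Lser-Dipt5, with a log2 difference of 1.78, and Lser-PRP1 to Lser-PRP4, with 2.22, 2.33, 2.34 and 1.49. Their adjusted p over the list was 0.0478 each, and over all transcripts 0.679. Of 100 splits of the libraries, the real one included, 1 gave as many, the smallest share these splits can give. Chance is not firmly excluded, since list counts were made for 9 comparisons on a list chosen after its values were seen. The 4 PRP transcripts may share reads, so they are not 4 separate observations, and the score with each family counted once (0.83) is the safer value.

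Between the bacteria at 1 h, 3 named transcripts were higher with Acinetobacter when adjusted over the list alone: Lser-Atta3 (log2 difference 0.96, adjusted p 0.00272), Lser-Cec6 (1.14, 0.00938) and Lser-Cec8 (0.84, 0.00938). Of 100 splits, 2 gave as many, which does not firmly exclude chance over 9 comparisons. The difference in score was not past the threshold (0.35, permutation p 0.22). It was 1.20, -0.09 and -0.06 in batches 1, 3 and 4, so it was largest in batch 1. Whether it varied between batches was not tested. As a set, the named transcripts passed between the bacteria by camera (adjusted p 0.000462, 33 of 38 higher), as did Cec (adjusted p 0.00789), while fry gave 0.503 and 0.266 and the estimated correlation 0.683 and 0.430. A difference between the bacteria and a difference in batch 1 are both open.

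The authors' deposited table for Pseudomonas has an interaction p-value under 0.05 for 43850 transcripts, 42986 of them with positive values, against 0 for Acinetobacter. Of these, 87.4% had no read in any library compared, and these share a log2 fold change of 0.48 and a p-value of 0.0016. Depth may be the source. The interaction of the log2 library totals was -0.397 (permutation p 0.00012) for Pseudomonas and 0.168 (p 0.115) for Acinetobacter, and a transcript without reads takes a value set by the library total once a constant is added before the logarithm. A recomputed limma-voom model with TMM factors and batch over all 104854 transcripts gave 43714 calls, with 0.48 for transcripts without reads. The same kind of model over the 29985 tested transcripts gave 0 calls, with 1731 at an unadjusted p under 0.05. These values are consistent with library depth acting on transcripts without reads when no filter is applied. The authors' own model is not given in the sources used here, and 5522 of the calls had reads, with a median of 5 over the libraries compared. If the deposited p-values were adjusted over all transcripts, the small p-value shared by those without reads eased the threshold for the 773 calls among tested transcripts. Over the tested transcripts alone the recomputed model called 0. The 773 calls are thus no separate evidence of a difference of the Pseudomonas effect between the times, which stays open.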

How the results depend on the processing

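The use of edgeR on recovered reads, both other scalings and the camera test with an estimated correlation were chosen after seeing the data. So were the alternatives of the score and the omission of single libraries. The edgeR test itself had been foreseen for counts. The named set rose at 4 h under all 14 alternatives tried for it, by 0.97 to 1.86 with Pseudomonas and by 0.82 to 1.89 with Acinetobacter, and the count for the Pseudomonas interaction was 0 in 17 settings. The transcripts reported singly, both NODE and Lser, gave 766 values under alternatives. Of these, 598 kept direction and side of the threshold, 127 fell short of it, 25 newly passed it and 16 reversed. The reversals were all in values not past the threshold. Except where the fewer libraries or a stricter threshold explain a change, the cause was not tested.

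With DESeq2 on recovered reads, calls numbered 1 for Pseudomonas at 1 h, 3 for Pseudomonas at 4 h, 51 for Acinetobacter at 1 h, 12 for the Acinetobacter interaction, 97 and 29 between bacteria at 1 h and 4 h, and 2 shared at 4 h. Lser-Def2, Lser-Def3a and Lser-PRP3 reversed with Pseudomonas at 1 h (-0.29, -0.26 and 0.080). With edgeR the counts were 1 and 1 for Pseudomonas at 1 h and 4 h, 2 for Acinetobacter at 4 h, 7 between bacteria at 1 h and 1 shared at 4 h, and the same 3 transcripts reversed (-0.26, -0.24 and 0.064).

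TMM scaling gave 12 calls for Acinetobacter at 1 h and 6 between bacteria at 1 h. The set passed with Pseudomonas at 1 h (0.23), and Lser-Def2 and Lser-Def3a reversed there (-0.027 and -0.031). Without the most abundant transcript, 4 were called between bacteria at 1 h. A pseudocount of 0.1 gave 16 calls for each bacterium at 4 h, 13 shared, and 0.57 for the set with Pseudomonas at 1 h, now past the threshold. No scaling moved the median of all transcripts by more than 0.099 (log2).

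Without a filter on low values, calls were 4 for each bacterium at 4 h, 1 for Acinetobacter at 1 h, 2 between bacteria at 4 h and 3 shared at 4 h, and the set passed with Pseudomonas at 1 h (0.22). Without a batch term they were 4 for Pseudomonas at 4 h, 1 for Acinetobacter at 1 h and 3 shared at 4 h. A batch-by-time term gave 24 for Pseudomonas at 1 h, 44 and 19 for Acinetobacter at 1 h and 4 h, 2 for its interaction, 5 between bacteria at 1 h, and 9 and 8 shared at 1 h and 4 h. With the compared groups alone, calls were 14 for Pseudomonas at 4 h, 0 for Acinetobacter at 1 h by limma-trend (unadjusted 2369), 10 between bacteria at 1 h, 3 shared at 4 h and 4004 for time. An absolute log2 fold change above 1 left 2 for Acinetobacter at 1 h and 586 for time. A replicate block gave 1 for Acinetobacter at 1 h, but the letters do not pair samples: mean r within a letter of a batch was 0.0024 over 180 pairs, against 0.0032 between letters. With an estimated correlation, the set with Acinetobacter at 1 h (0.61) was not past the threshold.

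In batches 1, 3 and 4 alone, Pseudomonas at 1 h gave 138, 242 and 424 calls, and Pseudomonas at 4 h and Acinetobacter at 4 h each gave 0 in every batch by limma-trend (unadjusted 1761, 2478 and 1335, and 722, 2203 and 2158), where 4 libraries per group were left. Acinetobacter at 1 h gave 69, 0 and 0 (unadjusted 1796 and 2371 in batches 3 and 4). In batches 3 and 4 time gave 2391 and 829, and 1 was called between bacteria at 1 h in each. The set with Pseudomonas at 1 h was 0.71 in batch 3, past the threshold, and -0.041 in batch 4, and with Acinetobacter at 1 h it was -0.10 in batch 4.

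Leaving out batch 1, 3 or 4 left 0 calls each for Pseudomonas at 4 h and 0 shared at 4 h, with fewer libraries. Acinetobacter at 4 h had 2, 3 and 4, and Acinetobacter at 1 h had 0, 8 and 3. Pseudomonas at 1 h had 23 without batch 3 and 10 without batch 4. Between bacteria at 1 h, 1 was called without batch 1 and 7 without batch 3, and time had 2685 without batch 1. The set with Pseudomonas at 1 h passed without batch 1 (0.33) and without batch 4 (0.41). The score with Acinetobacter at 1 h was 0.26 without batch 1 and 0.60 without batch 3, neither past the threshold. Its Pseudomonas interaction was 0.81 without batch 1 and 0.75 without batch 4, again not past it. Lser-PRP3 reversed with Acinetobacter at 1 h without batch 1 (-0.097) and batch 3 (-0.10), and with Pseudomonas at 1 h without batch 1 (0.29) and batch 4 (0.32). With Pseudomonas at 1 h, Lser-Atta2 (-0.065), Lser-Def2 (-0.24) and Lser-Def3a (-0.26) reversed without batch 3, and Lser-Def3a (-0.012) without batch 4.

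Leaving out the PBS library D1 at 1 h, the Pseudomonas library B4 at 4 h or the PBS library B4 at 4 h gave 0 to 38 calls between bacteria at 1 h by limma-trend (unadjusted 4718 at the count of 0), the 38 without D1. Acinetobacter at 1 h had 4 to 14, the 14 without the Pseudomonas library. Pseudomonas at 4 h had 7 to 23, Acinetobacter at 4 h had 7 to 24 and 5 to 20 were shared at 4 h, the highest without the PBS library B4, which was chosen for its high score and so favours a rise. The Acinetobacter interaction had 0 to 4, the 4 without D1. At the depth of the shallowest library (4.75 M reads), 3 reads are 0.63 CPM, which limits folds for the rarest named transcripts.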

Other observations

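The tests of the high PBS library and the fits without it, of scaling in the change with time, of the replicate letters and of NODE_203250 alone were chosen after the result was seen.

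Other splits of the same libraries, kept balanced over batches, were counted for each comparison, 100 splits with the real one included. As many calls were found in 2 splits for Pseudomonas at 4 h, 2 for Acinetobacter at 1 h, 1 for Acinetobacter at 4 h and 1 for time in PBS-fed larvae, with each of 9 comparisons tested this way. A share of 1 in 100 is the smallest these splits can give, so over 9 comparisons the splits alone do not firmly exclude chance. For time no other split gave more than 1288 calls against 6168, and for Acinetobacter at 4 h the others gave 0 against 7. The other split that matched Pseudomonas at 4 h gave 1794 calls, and the one that matched Acinetobacter at 1 h gave 73, so large counts also arise from groupings unrelated to feed. By unadjusted counts (1342, 3373 and 1524), 29, 14 and 9 splits gave as many for Pseudomonas at 4 h and Acinetobacter at 1 h and 4 h, which does not exclude chance for those counts. Where limma-trend called 0, the transcripts at an unadjusted p under 0.05 were counted. As many were found in 18 splits for Pseudomonas at 1 h, 21 for the Pseudomonas interaction and 19 for the Acinetobacter interaction, so chance cannot be excluded there. Between the bacteria, 1 split at 1 h and 2 at 4 h gave as many, so the unadjusted counts of 4765 and 3775 (2432 without the Pseudomonas library B4 at 4 h) were rarely matched while limma-trend called 0 (edgeR 7 and 0, DESeq2 97 and 29). The count at 1 h was largest in batch 1, with 6185 in it alone and 1601 without it, close to the 1499 expected by chance. Batches 3 and 4 alone gave 2181 and 1859. Other splits over all batches had a median of 844, and none were made without batch 1, so an excess outside it is not excluded. By a limma F test with BH adjustment the effect differed between batches for 7 transcripts, so a source in batch 1 alone is not settled. For the named list alone, 1 split gave as many with each bacterium at 4 h, and 5 did with Acinetobacter at 1 h, for which chance cannot be excluded. The largest list counts of other splits came near the real ones at 4 h. They were 19 against 22 with Pseudomonas and 23 against 26 with Acinetobacter.

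Within batches, Pseudomonas at 1 h had 138, 242 and 424 calls in batches 1, 3 and 4. Of the 35 splits within a batch, 4, 1 and 1 gave as many. The share of 1 in 35 is the smallest these splits can give, and with 12 such tests over comparisons and batches it does not firmly exclude chance in batches 3 and 4. In batch 1, where chance is not excluded, another split gave 3047 calls. The batches shared few calls: 24 transcripts were called in at least 2 batches, 8 of them with the same sign, and 0 in all 3. The effect differed between batches for 1304 transcripts, and for 2489 without the PBS library D1 at 1 h, so that library is not the source of the difference. A difference in developmental timing between the groups of a batch could appear as a shift along the change with time. The correlation across transcripts with the change with time in Acinetobacter-fed larvae of the same batch was 0.133, 0.408 and -0.231, and 19, 2 and 4 of 35 splits gave one as large. In none of the 3 batches can such a shift be told apart from other splits of 4 libraries against 4, whose spread is wide (the largest other r was 0.433 in batch 1). A difference between deliveries of larvae in the response to Pseudomonas stays open and was not tested.

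The change with time in PBS-fed larvae is not due to scaling as a whole, since 78.5% of the 6168 calls were also made after TMM scaling. All 1848 lower calls were among these, but only 2994 of the 4320 higher ones, so the excess of higher transcripts depends on the scaling. It depends on batch 1 as well: without that batch 1330 were higher and 1355 lower. In batch 1 alone 4058 were higher and 1036 lower, in batch 3 alone 1277 and 1114, and in batch 4 alone 345 and 484. The change with time differed between batches for 2472 transcripts, and the source of the excess is left open. Of the 6168 calls, at least 96.0% had the same sign in larvae fed either bacterium, which argues against chance or an artefact limited to the PBS libraries. Age, feeding and handling between 1 h and 4 h were not separated by the design.

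The PBS library B4 at 4 h had a score of 3.99, where the next PBS library had 1.92 and the median of the others was 1.5. A swap of labels with a bacteria-fed library of the same batch and time would leave a low score among those 8 libraries, but 0 were at or under the PBS median, and the lowest was 2.30. Low depth does not account for it, since 6 of the 11 other libraries of the group had fewer reads than its 8.44 M. Not every called transcript was high in B4. It had 2.96 CPM of NODE_232237, where the lowest Acinetobacter library at 4 h had 4.64, and 0.592 CPM of Lser-Atta3, where the lowest Pseudomonas library at 4 h had 0.896. NODE_247420274449202828 was at 0 in B4, and the lowest Acinetobacter library at 4 h had 0.221 CPM. The lowest library of the other bacterium lay under B4 or level with it for each of the 3, at 1.52, 0.331 and 0 CPM. A bacteria-fed library under a wrong label is thus not excluded by these few transcripts of low abundance. A swap with a sample outside the series, carry-over of bacteria and a response in larvae not fed bacteria were not tested, and each could be the source.

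Of the transcripts called with bacteria, 5 carry no name. The mean of these 5 followed the score within groups and batches over 72 libraries (Pearson r 0.804, Spearman rho 0.802, permutation p 1e-05 for each, the smallest these permutations can give, 1 relation computed). Without the 2 libraries farthest from the median r was 0.792, and it was 0.882, 0.860 and 0.682 in batches 1, 3 and 4. The mean was not scaled, so transcripts that vary more weigh more in it. Single r values were 0.835 (NODE_159833), 0.576 (NODE_202826), 0.495 (NODE_247420274449202828), 0.288 (NODE_232237) and 0.00975 (NODE_203250). Singly, 4 of the 5 correlated with the score more closely than at least 95.8% of 1000 transcripts of matched abundance did, and NODE_203250 more closely than 43.1% of them. The 4 may vary together with the named transcripts, while NODE_203250 gave no sign of it.

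Replicate letters are not described in the labels. Between letters, 23 transcripts differed by limma-trend with BH adjustment, and 1 of 100 relabellings, the real one included, gave as many, while the others gave at most 1. A technical difference between letters, such as the order of handling, may contribute to these 23 transcripts. No biological explanation was tested.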
